A study of Macaca fascicularis with 9 samples.

How the data were processed

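Single nuclei from the thalamus of 9 female cynomolgus monkeys were profiled with droplet libraries from 10x Genomics. Per the labels, 3 animals received 1 intrathecal dose of 4 mg of a MALAT1 antisense oligonucleotide (ASO), 3 animals received 4 intravenous doses of OTV:MALAT1 at 30 mpk, and 3 animals received 4 intravenous doses of saline. Tissue was taken 2 weeks after the last dose. The deposited data are 1 matrix of raw UMI counts for 79,994 nuclei and 29,128 features, in which 14,893 features carry a gene symbol and 14,235 carry an Ensembl identifier only. The deposited table of nuclei gives the animal, the total UMI counts, the cell type name, a cluster number in 17 clusters and a doublet score of each nucleus. The total UMI counts in that table equal the sums over the matrix in every nucleus. The authors' doublet column calls all 79,994 nuclei singlets, so nuclei called doublets were probably removed before deposit. This was not tested, and the highest doublet score among the deposited nuclei is 0.865. The doublet caller is not given in the sources used here. The deposited nuclei also seem filtered by total UMIs, since the smallest holds 1018 UMIs. Aligner, counting tool, genome build and annotation are not given in the sources used here. Only gene names and neighbouring genes were taken from the reference table, which lists 14,048 of the symbols, so no value rests on a gene length or on a GC content.

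The cell types are the authors' own: oligodendrocytes, oligodendrocyte precursor cells (OPCs), myeloid cells, astrocytes, neurons and nuclei named unknown. A type was tested when each of the 9 animals had at least 20 nuclei of it, and 4 types passed. Neurons had 18 and 17 nuclei in ASO replicates 1 and 2 and missed this limit. They were tested in the same way, but only as an addition chosen after seeing the data. The annotation has no endothelial class.

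Raw UMI counts were summed per animal over all nuclei and over each cell type. The sums were analysed with edgeR 4.0.16 in R 4.3.3, with TMM factors, the filterByExpr filter by group and robust quasi-likelihood fits of all 9 animals. The 3 groups share 1 estimate of spread, because each has 3 animals. The contrasts were ASO against saline, OTV against saline and OTV against ASO. P values from edgeR's quasi-likelihood test were adjusted with Benjamini-Hochberg over all genes tested in that fit, and a gene was called at an adjusted p under 0.05. Standard errors are the size of the log2 fold change divided by the root of its F statistic. A fixed list of 7 genes was always to be named. Of these MALAT1, LTBP3 and TFRC are reported, and NEAT1, FRMD8 and RNASEH1 were not analysed here. The remaining gene of the list and 1 gene of the region score below are not reported here, but both were kept in the calculations. The p values of the 4 analysed genes of the list were also adjusted over the list alone. Other genes are named by a rule: in all nuclei, up to 3 rising and 3 falling genes per contrast with the smallest adjusted p and no overlap between the groups' animals; the same with 2 and 2 in the cell type with most calls; and up to 5 genes called in the same direction in at least 3 cell types. The rule names features with a symbol only, and genes named outside it are said to be chosen after their values were seen. The gene lists, the tests, the rule and the alternatives listed below were fixed, except where stated, before the data were examined.

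MALAT1 abundance is also given as a percentage of UMIs, with Wilson 95% intervals, which cover counting error only. In cluster 15 the nuclei of each animal were also resampled 2000 times with replacement for 95% intervals of this share. Two-sided exact permutation tests used the 280 partitions of the 9 animals into 3 groups of 3, with the sum of squares between groups as the statistic. The smallest p they can give is 0.00357. Each pair of groups was compared over its 10 splits, where 0.1 is the smallest p. The exact tests of MALAT1 per cell type were added after seeing the data, and the one in all nuclei was planned. A difference in MALAT1 change between cell types was tested with edgeR as the interaction of cell type and treatment, with animal as a block. The labels give no numbering that links animals of different groups, so no paired comparison was made.

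For the spread between nuclei, each nucleus was thinned to 1000 UMIs. The coefficient of variation beyond counting noise and the share of nuclei below the 10th percentile of saline nuclei were then computed per animal and cell type. Fixed gene lists for microglial activation, reactive astrocytes, interferon response and p53 targets were tested with limma 3.58.1 camera at a preset correlation of 0.01, with fry beside it, and adjusted over lists and contrasts. A further list, for iron handling, was meant for endothelial nuclei. It was tested in all nuclei instead, as a change made after seeing the data. Cell type shares were compared by exact permutation of logit shares, with a pseudocount of 0.5 nuclei.

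The edgeR steps were tested on simulated data with the depths of the 9 animals, in which 200 genes changed by 1.5 on the log2 scale in the OTV animals only. edgeR recovered 19.5% of them in all nuclei against ASO and 22% against saline, and between 43% and 61% in the 4 cell types, with at most 10 false calls in a contrast. In the contrast without changed genes it made at most 3 calls, and the DESeq2 1.42.0 Wald test made between 5 and 26. The Wald test recovered between 55.5% and 66% of the changed genes, with 13 to 69 false calls in a contrast.

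The alternatives were DESeq2 size factors, the DESeq2 Wald test, library sizes without MALAT1, no filter on low counts, a fit of the 6 compared animals only, removal of nuclei called doublets by scrublet, the finer cluster column, means over nuclei, equal weights for cell types, other thinning depths and each animal left out in turn. Scrublet, run per animal through scanpy 1.11.5 with an expected rate of 6%, called 114 nuclei, or 0.143%. Of these 56 were in saline replicate 3, or 1.89% of its nuclei, where the automatic threshold was 0.255 against 0.543 to 0.609 in the other 8 animals, so this alternative removed at most 16 nuclei from any other animal. A minimum of 1000 UMIs was planned, and it removes no nucleus. After seeing the data, a minimum of 3000 UMIs, which leaves 71,193 nuclei, was added, as were a limit of 0.05 on the authors' doublet score, which leaves 74,256, and removal of cluster 8, which leaves 77,226. A further addition was a model term for a region score of astrocytes above 0, where the score is the mean log2 CPM of genes of telencephalic astrocytes minus that of genes of other astrocytes.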

Results

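Nuclei were isolated from frozen thalamus of 9 female cynomolgus monkeys, 3 in each of 3 groups, and their RNA was counted in droplets. An antisense oligonucleotide (ASO) against MALAT1, a long noncoding RNA that stays in the nucleus, was injected into the cerebrospinal fluid once at 4 mg. OTV:MALAT1, such an oligonucleotide carried on a protein that binds the transferrin receptor, was given into a vein 4 times at 30 mpk. Control animals received saline into a vein 4 times. The matrix held 528 M UMIs, where M stands for 10 to the power of 6. Saline replicates 1, 2 and 3 had 73.5, 87.4 and 20.0 M UMIs in 10,860, 11,480 and 2956 nuclei, with medians of 6118, 7071.5 and 4741.5 UMIs per nucleus. ASO replicates 1, 2 and 3 had 81.2, 98.9 and 55.6 M UMIs in 11,992, 11,901 and 9619 nuclei, with medians of 6235.5, 7791 and 5158. OTV replicates 1, 2 and 3 had 63.6, 22.5 and 25.4 M UMIs in 9737, 3809 and 7640 nuclei, with medians of 6108, 5269 and 2579. The labels give no library batch or date. The number of doses differs with the route, and no group received saline into the cerebrospinal fluid, so ASO against saline includes the injection itself, and OTV against ASO compares 2 whole treatments and not the routes alone.

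The first comparison asked how far MALAT1 in the tissue as a whole lay below saline after each treatment. In all nuclei MALAT1 took 6.11%, 6.36% and 5.38% of UMIs in saline replicates 1, 2 and 3. It took 4.51%, 4.15% and 5.60% in ASO replicates 1, 2 and 3, and 3.80%, 3.25% and 3.12% in OTV replicates 1, 2 and 3. The Wilson 95% interval of each of these shares reached at most 0.00989 percentage points to either side, so counting error was small beside the spread between animals. The group means were 5.95% ± 0.51 (SD, n = 3) for saline, 4.75% ± 0.755 (SD, n = 3) for ASO and 3.39% ± 0.361 (SD, n = 3) for OTV. Relative to saline these were 79.9% and 57.0%. The exact permutation test over the 3 groups gave p = 0.00714, and the smallest p its 280 partitions can give is 0.00357. All 3 OTV animals lay below all saline and all ASO animals, which gave exact p = 0.1 for each pair, the smallest that 3 against 3 allows. Of the ASO animals, 2 of 3 lay below all saline animals (exact p = 0.2). In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes, the log2 fold change was -0.34 (SE 0.24, adjusted p = 0.594) for ASO against saline, -0.71 (SE 0.24, adjusted p = 0.0785) for OTV against saline and -0.36 (SE 0.24, adjusted p = 0.326) for OTV against ASO. None of the 3 passed the threshold. Leaving out OTV replicate 1 moved the OTV value most, to -0.84, and the mean over nuclei of each nucleus's share gave -0.81. The call changed under the DESeq2 Wald test, at -0.69 (adjusted p = 9.41e-05), and without saline replicate 3, at -0.78 (adjusted p = 0.0225). Over the alternatives its adjusted p ran from 9.41e-05 to 0.240.

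**Figure D1:**
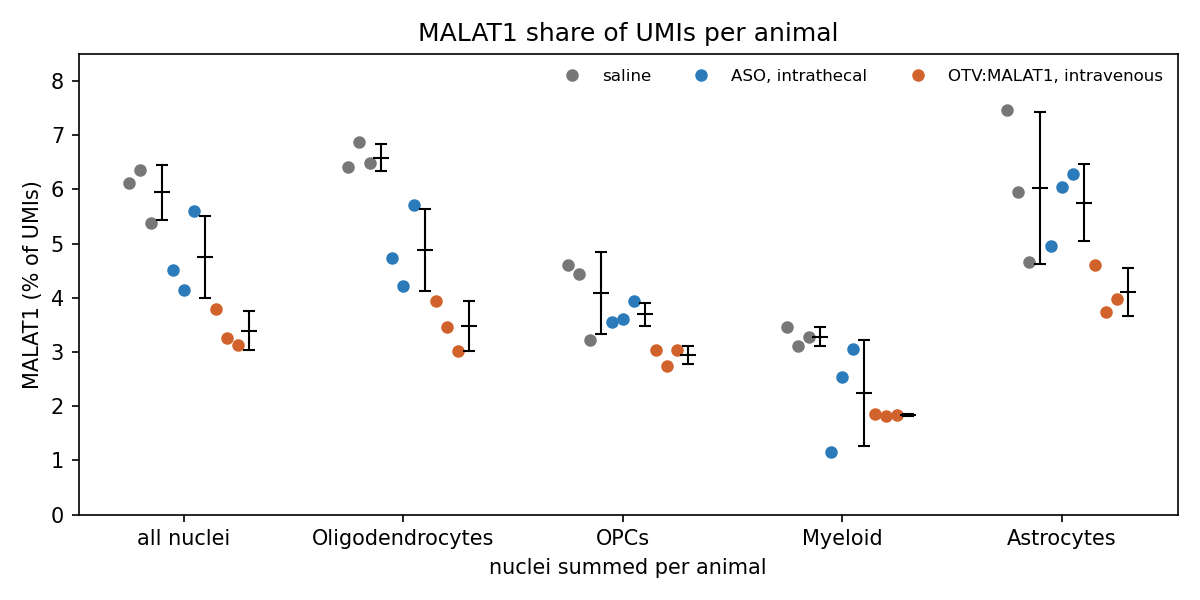
MALAT1 as a percentage of all UMIs in each animal, for all nuclei and for the 4 cell types tested. Points are animals (3 per group), horizontal ticks with bars are group means ± SD, and in all 5 categories the 3 OTV animals lie below the 3 saline animals.

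The second comparison asked in which cell types MALAT1 was lower. In oligodendrocytes MALAT1 took 6.59% ± 0.245 (SD, n = 3) of UMIs in saline, 4.89% ± 0.761 (SD, n = 3) in ASO and 3.48% ± 0.462 (SD, n = 3) in OTV animals. In OPCs the means were 4.09% ± 0.754, 3.70% ± 0.213 and 2.94% ± 0.169 (SD, n = 3 each). Myeloid nuclei had 3.29% ± 0.179, 2.25% ± 0.977 and 1.83% ± 0.0172 (SD, n = 3 each). Astrocytes had 6.02% ± 1.40, 5.76% ± 0.706 and 4.11% ± 0.446 (SD, n = 3 each). As a percentage of the saline mean, the ASO animals kept 74.2% in oligodendrocytes, 90.5% in OPCs, 68.4% in myeloid nuclei and 95.6% in astrocytes. The OTV animals kept 52.8%, 71.9%, 55.8% and 68.2% in the same order. Wilson 95% intervals reached at most 0.0350 percentage points to either side in any animal and type. Exact permutation tests over the 3 groups gave p = 0.00357 in oligodendrocytes, the smallest they can give, and 0.0607, 0.132 and 0.107 in OPCs, myeloid nuclei and astrocytes. Adjusted over the 4 types with Benjamini-Hochberg, these exact p values were 0.0143, 0.121, 0.132 and 0.132. In each of the 4 types all 3 OTV animals lay below all 3 saline animals. The ASO animals lay below all saline animals in 3 of 3 cases in oligodendrocytes and in myeloid nuclei, and in 0 of 3 in OPCs and in astrocytes. The OTV animals lay below all ASO animals in 3 of 3 cases except in myeloid nuclei, where the number was 0.

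In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, MALAT1 was called in 1 of the 12 comparisons of the 4 types. That was OTV against saline in oligodendrocytes, at a log2 fold change of -0.87 (SE 0.14, adjusted p = 0.00305), with 3 of 3 OTV animals lower, and over its alternatives the adjusted p ran from 2.82e-06 to 0.0205. OTV against ASO in oligodendrocytes was -0.40 (SE 0.14, adjusted p = 0.0618), and it passed without a filter on low counts, in cluster 1 alone and without OTV replicate 1 (-0.52, adjusted p = 0.0323), in a range of 0.0323 to 0.179. ASO against saline in oligodendrocytes was -0.47 (SE 0.14, adjusted p = 0.203). OTV against saline was -0.43 (SE 0.14, adjusted p = 0.0526) in OPCs, -0.90 (SE 0.28, adjusted p = 0.0708) in myeloid nuclei and -0.51 (SE 0.24, adjusted p = 0.179) in astrocytes. ASO against saline was -0.19, -0.59 and -0.12 in these 3 types, with adjusted p of 0.725, 0.511 and 1.00. OTV against ASO was -0.23, -0.31 and -0.39, with adjusted p of 0.248, 0.474 and 0.268. With Benjamini-Hochberg adjusted over the list alone, edgeR's quasi-likelihood test gave an adjusted p of 0.0293 for ASO against saline in oligodendrocytes and 0.0356 for OTV against ASO there. OTV against saline so adjusted had 0.000501 in oligodendrocytes, 0.0474 in OPCs, 0.0424 in myeloid nuclei and 0.0808 in astrocytes.

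Neurons had between 17 and 527 nuclei per animal, and their test was added after seeing the data. MALAT1 took 5.67% ± 0.753 of neuronal UMIs in saline, 5.01% ± 2.28 in ASO and 2.55% ± 0.352 in OTV animals (SD, n = 3 each; exact p = 0.0429). The edgeR log2 fold change of OTV against saline was -1.25 (SE 0.53, adjusted p = 0.165). The DESeq2 Wald test gave -1.23 (adjusted p = 0.0196, the lowest of the alternatives with a test). With a term for the region score, edgeR gave a smaller change of -0.62 (SE 0.47, adjusted p = 0.561, the highest of these alternatives). Whether the MALAT1 change differed between the 4 types was tested as an interaction. Its unadjusted edgeR p was 0.260 for ASO against saline, 0.327 for OTV against saline and 0.950 for OTV against ASO, or 0.491, 0.491 and 0.950 adjusted over the 3 contrasts. Leaving out ASO replicate 1 moved the last of these most, to an unadjusted p of 0.618. The edgeR interaction over the 3 groups had p = 0.497, and an exact permutation test of the deviations of the types from each animal's mean gave p = 0.186. For ASO against saline, OTV against saline and OTV against ASO alone the latter gave 0.2, 0.1 and 0.9, where 0.1 is the smallest that 10 splits can give. No difference between cell types passed a threshold, and the exact tests of single contrasts could not have passed.

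The third comparison asked how evenly MALAT1 was lowered from nucleus to nucleus. After thinning to 1000 UMIs per nucleus, the coefficient of variation of MALAT1 in oligodendrocytes averaged 0.215 ± 0.0120 in saline, 0.254 ± 0.0879 in ASO and 0.257 ± 0.0192 in OTV animals (SD, n = 3 each; exact p = 0.646). In OPCs it averaged 0.222, 0.312 and 0.266 (exact p = 0.354), in myeloid nuclei 0.195, 0.439 and 0.222 (exact p = 0.171) and in astrocytes 0.250, 0.285 and 0.267 (exact p = 0.811). ASO replicate 1 had the highest value of the 9 animals in each of the 4 types, at 0.354, 0.433, 0.849 and 0.370. Without it the exact p in oligodendrocytes was 0.0429, and without ASO replicate 2 the exact p in myeloid nuclei was 0.0143. The share of oligodendrocyte nuclei below the 10th percentile of saline nuclei was 10.2% ± 2.76 in saline, 47.6% ± 23.7 in ASO and 87.3% ± 8.61 in OTV animals (SD, n = 3 each; exact p = 0.00357, the smallest possible; 0.0286 adjusted over the 8 tests of both measures). This share is near 10% in saline by definition and rises with any fall of the mean, also an even one. It therefore shows how many nuclei lay low and not how evenly MALAT1 was lowered. In OPCs the shares were 10.8%, 16.7% and 41.6% (exact p = 0.025, adjusted 0.0857). In myeloid nuclei they were 8.38%, 43.9% and 73.5% (exact p = 0.0321, adjusted 0.0857), and in astrocytes 12.2%, 12.7% and 48.9% (exact p = 0.104, adjusted 0.207). Leaving out saline replicate 1 moved the myeloid value most, to an exact p of 0.114, thinning to 500 UMIs gave 0.111, and thinning to 2000 UMIs gave 0.00357. Over all cell types the latter left out 14.1% of the OTV nuclei, 1.74% of the ASO nuclei and 0.712% of the saline nuclei. Myeloid nuclei of OTV replicate 3 had a median of 1543 UMIs, so thinning to 2000 UMIs left out most of them.

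**Figure D2:**
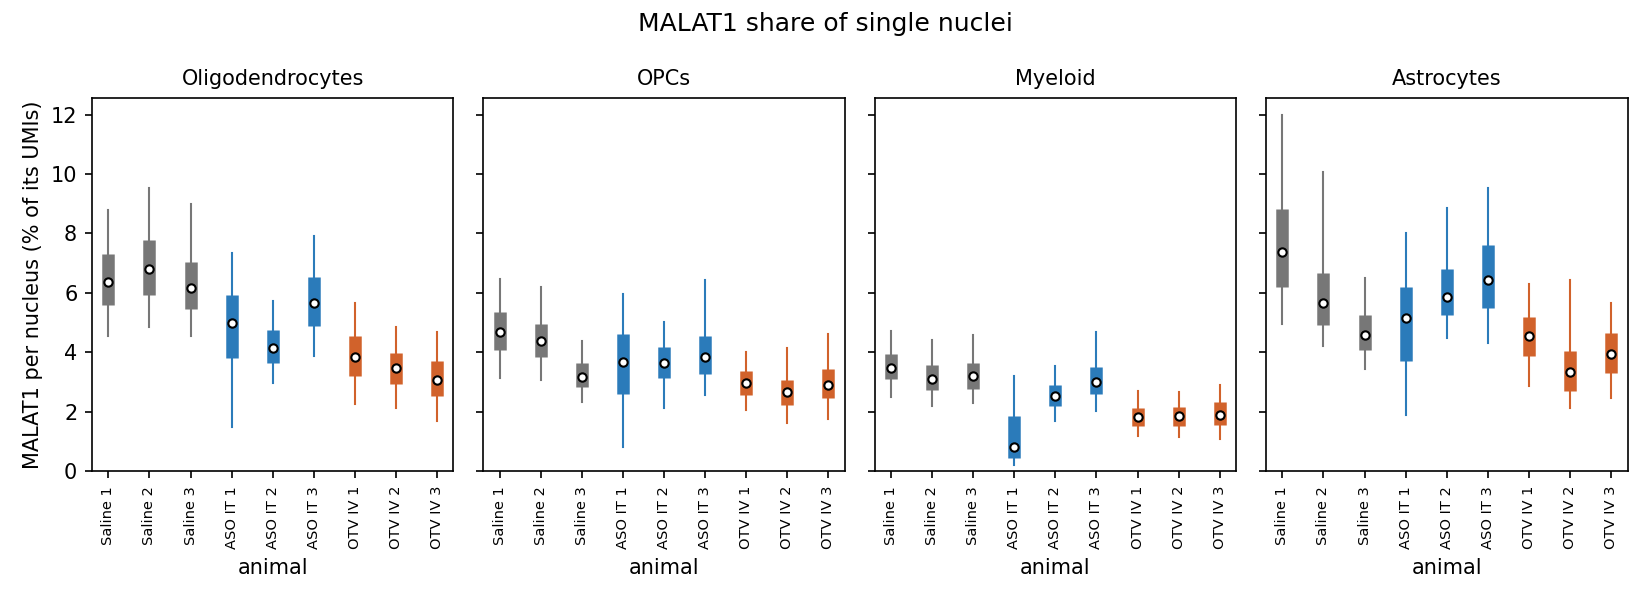
MALAT1 as a percentage of the UMIs of single nuclei, per animal, in 4 cell types, without thinning. Circles are medians, thick bars span the quartiles and thin bars the 5th to 95th percentiles, and ASO replicate 1 has the widest spread in myeloid nuclei, with a median of 0.829%.

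The fourth comparison asked which genes other than MALAT1 differed after the intrathecal ASO. In all nuclei edgeR tested 21,853 genes and called 7 against saline, 4 higher and 3 lower, while 2079 had an unadjusted p under 0.05 where 1093 were expected by chance. The DESeq2 Wald test raised this count to 367, while edgeR on the 6 compared animals only called 0, with 1715 genes at an unadjusted p under 0.05. Each animal left out in turn gave between 3 and 18 genes. GIPR was 5.37 higher on the log2 scale (SE 0.39, adjusted p = 0.00705), at 34.1 ± 10.3 against 0.825 ± 0.239 CPM (SD, n = 3 each). CD274 was 2.13 higher (SE 0.24, adjusted p = 0.0401), at 19.7 ± 5.78 against 4.42 ± 0.438 CPM. FAM186A was -3.01 (SE 0.35, adjusted p = 0.0411), at 0.724 ± 0.176 against 5.71 ± 1.22 CPM. In the fit of the 6 compared animals only, GIPR, CD274 and FAM186A lost their calls (adjusted p = 0.175, 0.204 and 0.178). GIPR stayed called without any 1 of the 9 animals. CD274 lost its call without any 1 of them, with adjusted p between 0.0638 and 0.186. FAM186A lost it without 7 of the 9 animals, all but saline replicate 3 and OTV replicate 2, with a highest adjusted p of 0.244. The mitochondrial genes CYTB and ND5 were lower, with 3 and 10 UMIs in the 3 ASO animals together against 4182 and 766 in the saline animals, and CYTB lost its call without 6 and ND5 without 8 of the 9 animals. The other 2 genes are features without a symbol, ENSMFAG00000046424 and ENSMFAG00000046427, chosen after their values were seen. They had 4609 to 12,852 and 1367 to 3956 UMIs per ASO animal, against 2 to 49 and 0 to 14 per saline animal and 47 to 147 and 16 to 83 per OTV animal.

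Within the cell types, ASO against saline gave 79 genes in oligodendrocytes, 39 in OPCs, 25 in myeloid nuclei and 2 in astrocytes, 145 in total. Thinned to equal totals within each type, they gave 17, 22, 21 and 1. The 2 genes called in astrocytes before thinning were the same features without a symbol. Myeloid clusters 7 and 9 had 229 and 373, 278 and 369, and 220 and 367 nuclei in ASO replicates 1, 2 and 3. They had 472 and 314, 414 and 353, and 350 and 109 in saline replicates 1, 2 and 3. This other mix was not separated from changes within myeloid cells in the count of 25. In neurons the count was 0 by edgeR, with 232 genes at an unadjusted p under 0.05, and 12 by the DESeq2 Wald test. In oligodendrocytes the named genes were GIPR at 5.63 (adjusted p = 0.00083), CD274 at 2.39 (adjusted p = 0.0138), FAM186A at -3.30 (adjusted p = 0.00863) and ND5 (adjusted p = 0.00863). Across types, 4 genes changed in the same direction in at least 3 of the 4, of which ND5 and SGCB have a symbol. SGCB was 1.12 higher in oligodendrocytes, 0.99 in OPCs and 1.46 in myeloid nuclei (adjusted p = 0.0200, 0.0298 and 0.0421), and 1.32 higher in astrocytes without a call (adjusted p = 0.134). Each of these 3 calls was lost in a fit of the 6 compared animals only. Leaving out 1 animal removed the call in 4 of 9 cases in oligodendrocytes, 7 of 9 in OPCs and 6 of 9 in myeloid nuclei.

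The fifth comparison asked the same after intravenous OTV:MALAT1. Against saline, edgeR called 3420 genes in all nuclei, 1249 higher and 2171 lower, and 6773 genes had an unadjusted p under 0.05. A term for a score of astrocyte genes that differ between brain regions, added after seeing the data, lowered this count to 1524, the fit of the 6 compared animals only gave 2140, and the DESeq2 Wald test raised it to 5332. The score was above 0 in saline replicates 1 and 3 and in no OTV animal, so the fall with this term can also be lost power. Leaving out 1 animal gave between 1629 and 3124. The animals whose removal lowered it more than 1.5 times were saline replicates 1 and 2 and OTV replicates 1, 2 and 3, at 1982, 2259, 2254, 2051 and 1629. By type the counts were 3853 in oligodendrocytes, 3290 in OPCs, 1522 in myeloid nuclei and 2094 in astrocytes, 10,759 in total. In neurons the count was 662, which fell to 6, 118, 224, 266 and 42 without saline replicates 1 and 3 and OTV replicates 1, 2 and 3, and rose to 999 without ASO replicate 1. With the term for the region score it was 9. In the same direction in at least 3 types there were 1357 genes, 568 higher and 789 lower. HID1 was 1.68 higher (SE 0.13, adjusted p = 0.0017), at 86.5 ± 2.10 against 29.0 ± 3.84 CPM (SD, n = 3 each). TELO2 was 2.02 and CLTCL1 1.46 higher (adjusted p = 0.00172 and 0.00177). TNP2 was -2.34, RPS6 -1.50 and SLC16A4 -2.03 (adjusted p = 0.0017 for each), and RPS6 had 40.5 ± 3.81 against 123 ± 8.53 CPM. In oligodendrocytes KAT2A was 1.60 and SMPD4 1.19 higher (adjusted p = 0.0004 for each), RASGRP1 was -2.12 (adjusted p = 0.000116) and PRSS48 was -3.43 (adjusted p = 0.0004). Each of these genes kept its call under DESeq2 size factors, the DESeq2 Wald test, the 6 compared animals only and each animal left out. The term for the region score and the other alternatives were not part of this check. Genes called in the same direction in all 4 types with the largest mean change were SLC10A1, KRT23 and KRT20, lower, and the mitochondrial genes ATP8 and ND5, higher. In all nuclei SLC10A1 fell from 5.27 ± 2.61 to 0.563 ± 0.147 CPM, KRT23 from 3.02 ± 1.23 to 0.183 ± 0.0128 and KRT20 from 2.44 ± 0.950 to 0.254 ± 0.128, with 4 to 46 UMIs per OTV animal. Leaving out 1 animal removed the call of KRT20 in astrocytes in 6 of 7 cases and in OPCs in 5 of 9. It removed that of KRT23 in OPCs in 3 of 9, in myeloid nuclei in 4 of 9 and in astrocytes in 2 of 9, and that of SLC10A1 in myeloid nuclei without OTV replicate 1.

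The sixth comparison set the 2 treatments against each other. OTV against ASO gave 3919 genes in all nuclei, 1493 higher and 2426 lower in OTV animals, and 14,906 in total over the 4 types, with 5269 in oligodendrocytes, 4048 in OPCs, 2599 in myeloid nuclei and 2990 in astrocytes. In the same direction in at least 3 types there were 1977 genes. The DESeq2 Wald test raised the count in all nuclei to 5686. Without ASO replicate 1, ASO replicate 3, OTV replicate 2 or OTV replicate 3 it was 2048, 2268, 2540 or 2287, and the first of these moved it most. CLTCL1 was 2.04 and TELO2 2.48 higher in OTV animals, RPS6 was -1.74, GIPR -5.24 and ASB14 -3.34 (adjusted p = 0.000703 for each), and ND5 was higher at the same adjusted p. In oligodendrocytes TELO2 was 2.53 higher, RASGRP1 was -2.52 and ASB14 was -3.23 (adjusted p = 0.000175, 2.57e-05 and 0.000152). ASO and OTV animals share the saline animals as reference, which alone ties their fold changes together. Across genes, which are not independent replicates, the correlation of the fold changes was 0.26 in all nuclei where simulated data without effects gave 0.50. In the 4 types it lay between -0.01 and 0.09 where simulation gave 0.46 to 0.53.

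**Figure D3:**
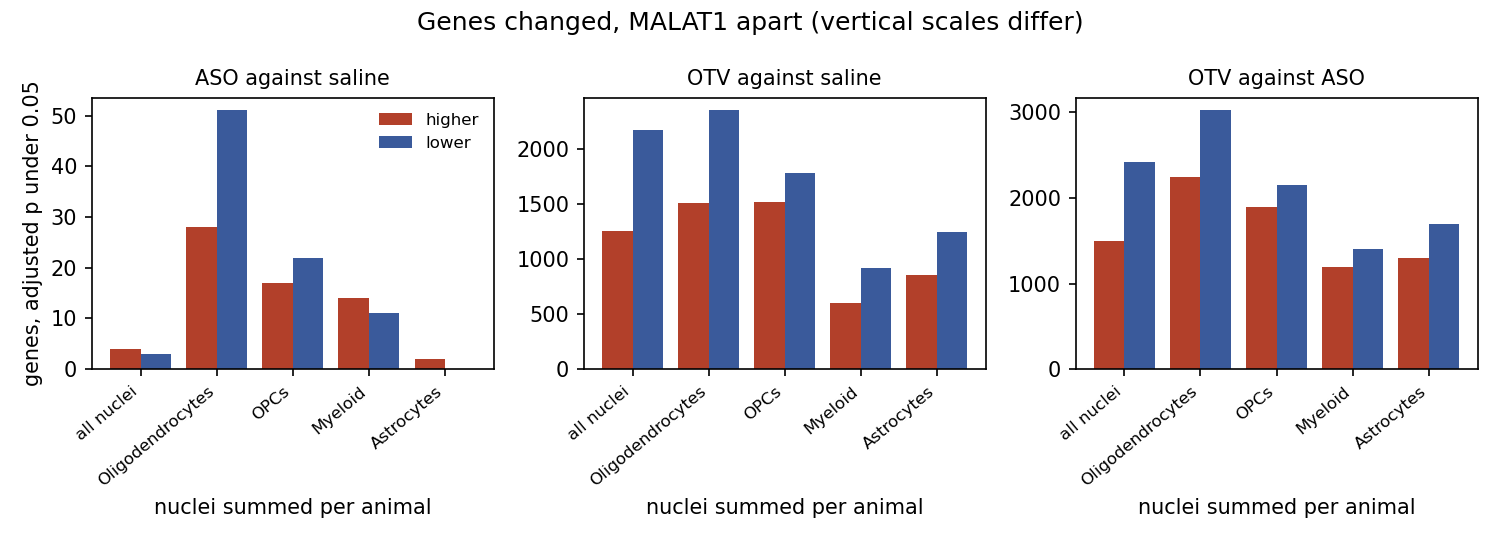
Number of genes with an adjusted p under 0.05 by edgeR, MALAT1 apart, higher and lower, in all nuclei and in 4 cell types. Each panel is 1 contrast with its own vertical scale, and the counts reach 79 for ASO against saline and 5269 for OTV against ASO, both in oligodendrocytes.

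Several measures separated the groups without a link to a known target, and the labels name no batch within which these comparisons could be repeated. The 13 mitochondrial genes took 0.0149% ± 0.0110 of UMIs in saline, 0.000552% ± 0.000218 in ASO and 0.0944% ± 0.0464 in OTV animals (SD, n = 3 each). The exact permutation p was 0.00357, the smallest possible. CYTB, ND4, ND5, ND3 and ND4L were the genes called in all 4 types between OTV and ASO with the largest change. ND3 and ND4L were at 0 UMIs in the ASO animals, which puts OTV at least 1922-fold and 955-fold higher against a floor of 3 counts over the group. Batch and group can therefore not be separated for the counts of changed genes. The region score of astrocytes was above 0 in saline replicates 1 and 3 and ASO replicate 3 only. With a term for it, MALAT1 differed by -0.33 (adjusted p = 0.838) for ASO against saline in all nuclei and by -0.68 (adjusted p = 0.240) for OTV against saline. The SE of the latter was 0.304 with the term and 0.238 without it. No OTV animal had a score above 0, so OTV against saline leans on saline replicate 2 in this fit. Calls lost with the term can therefore be lost power. In oligodendrocytes OTV against saline was -0.79 with this term (adjusted p = 0.0205). In OPCs, myeloid nuclei, astrocytes and neurons it was -0.42, -0.62, -0.44 and -0.62 with the term (edgeR adjusted p = 0.139, 0.247, 0.378 and 0.561). Without the term these 4 changes were -0.43, -0.90, -0.51 and -1.25.

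LTBP3, which lies near MALAT1, and TFRC, which is tied to delivery, were examined as fixed before. In all nuclei LTBP3 differed by 0.03, 0.50 and 0.48 on the log2 scale for ASO against saline, OTV against saline and OTV against ASO (adjusted p of 0.967, 0.121 and 0.130), and the first changed sign when single animals were left out. TFRC, the transferrin receptor, differed by -0.08, 0.34 and 0.42 (adjusted p of 0.836, 0.144 and 0.077), and the last passed under the DESeq2 Wald test at 0.42. In edgeR's quasi-likelihood test with Benjamini-Hochberg 0 of these genes and contrasts in all nuclei passed, also adjusted over the list alone, where OTV against saline had an adjusted p of 0.0562 for MALAT1, LTBP3 and TFRC alike. The unadjusted p was under 0.05 for OTV against saline in these 3 genes and for OTV against ASO in LTBP3 and TFRC. By the DESeq2 Wald test MALAT1 passed for OTV against saline and TFRC for OTV against ASO. Within the types, in edgeR's quasi-likelihood test with Benjamini-Hochberg adjusted over the list alone, TFRC was higher in OTV than in saline animals in oligodendrocytes at 0.36 (adjusted p = 0.0465) and in astrocytes at 0.54 (adjusted p = 0.0378). By the same edgeR test over the list alone, TFRC was higher in OTV than in ASO oligodendrocytes at 0.40 (adjusted p = 0.0356) and LTBP3 higher in OTV than in saline astrocytes at 0.73 (adjusted p = 0.0378). Adjusted over all genes these 4 had p between 0.0505 and 0.0903.

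Fixed gene lists asked for a glial, interferon or p53 response. Of the 12 tests of 4 lists in 3 contrasts, 0 passed with camera, where the smallest adjusted p was 0.634 and the smallest unadjusted p 0.0769, and 0 passed with fry, where the smallest adjusted p was 0.886. The microglial list (14 of 20 genes tested, myeloid nuclei) had a median log2 fold change of 0.25 for ASO against saline, -0.06 for OTV against saline and -0.15 for OTV against ASO. The reactive astrocyte list (10 of 18 genes) had medians of 0.35, -0.14 and -0.88. The interferon list (20 of 22 genes, all nuclei) had -0.05, -0.02 and 0.08, and the p53 list (15 of 20 genes) had 0.08, 0.22 and 0.31. Signs differed in 4 of these tests. For OTV against saline, camera pointed up for the astrocyte list while median and mean lay below 0, and for the microglial list the mean was 0.01. For OTV against ASO, fry pointed down for the interferon list against camera and median, and the p53 mean was -0.001. The iron handling list (14 of 16 genes), tested in all nuclei after seeing the data, had medians of -0.07, -0.004 and -0.08. Its adjusted p for OTV against saline and against ASO was 0.906 with camera and 0.0161 with fry, the method that moved it most.

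Cell type shares asked whether the treatments changed the mix of nuclei. Oligodendrocytes made up 64.2% ± 24.1 of nuclei in saline, 81.3% ± 7.75 in ASO and 73.7% ± 0.664 in OTV animals (SD, n = 3 each). Neurons made up 7.13% ± 9.40, 1.72% ± 2.72 and 1.70% ± 1.08, and saline replicate 3 alone had 17.8% of neurons. For all 6 classes the exact permutation p adjusted over classes was 0.614. Of myeloid nuclei all 3 ASO animals had smaller shares, 5.02% to 6.10%, than all 3 saline animals, 6.68% to 15.5% (unadjusted exact p = 0.1, the smallest that 3 against 3 allows). The difference lay in myeloid cluster 7, with 1.91% to 2.34% of nuclei in ASO against 3.61% to 11.8% in saline animals. Myeloid cluster 9 held 3.10% to 3.82% in ASO and 2.89% to 3.69% in saline animals. These cluster shares were chosen after the result was seen and were not tested. Shares without oligodendrocytes in the denominator moved the p of OPCs most, to an unadjusted exact p of 0.0143 and an adjusted p of 0.0714.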

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

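All tests in this part were chosen only after the result was seen, as was the reading of the mitochondrial ratio. The shares of nuclei in the 17 clusters that came with the nuclei were not tested between groups in the report. Cluster 11 is an exception, since it makes up the neurons, whose share was tested. Clusters were otherwise used to repeat tests within them and to leave out cluster 8. Of 102 cluster shares of treated animals, 16 in 10 clusters had a Wilson 95% interval above the highest saline animal. Cluster 8 of OTV replicate 1 was the furthest above, at 6.74 times that animal. ASO replicates 1, 2 and 3 had 21.5%, 26.4% and 26.1% of their nuclei in cluster 0, against at most 20.0% in saline, and 20.3%, 19.9% and 21.4% in cluster 1, against at most 18.5%. ASO replicate 2 also had 13.4% in cluster 3 and 8.69% in cluster 5, and ASO replicate 3 had 0.780% in cluster 16, against at most 9.41%, 7.46% and 0.474% in saline. OTV replicate 3 had 23.2% in cluster 2, 10.3% in cluster 3, 9.12% in cluster 6 and 3.46% in cluster 12, against at most 19.8%, 9.41%, 8.12% and 1.49% in saline. OTV replicates 1 and 2 had 0.739% and 0.656% in cluster 15, against at most 0.305%. The intervals cover counting error only and not the spread between animals, and the shares of 1 animal sum to 100%, so a low share of 1 cluster raises the others. No explanation was tested for these shares outside cluster 8.

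Cluster 8, which the authors count among the oligodendrocytes, held 17.0% of the nuclei of OTV replicate 1 (Wilson 95% interval 16.3% to 17.8%). The saline replicates 1, 2 and 3 had 1.90%, 2.53% and 1.39% in it, and OTV replicates 2 and 3 had 0.551% and 0.0131%, so the excess did not follow the treatment. In OTV replicate 1 these nuclei had a median of 3595 UMIs against 6714 in its other nuclei, and MALAT1 took 3.83% of their UMIs. Pooled over animals, the genes that led the cluster were mostly mitochondrial, with COX3 at 475 CPM, ATP6 at 119 CPM and ND4 at 105 CPM, but also TDRD9 at 113 CPM. Of the 2768 nuclei pooled, 1657 came from OTV replicate 1, which had the highest mitochondrial share of the 9 animals (0.145% of UMIs), so this lead reflects in part which animal the nuclei come from.

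The pattern is that of nuclei of lower depth gathered in 1 library. Damaged nuclei, or nuclei that carried cytoplasm along, are a candidate explanation. The mitochondrial share of cluster 8 in that animal was 1.33 times that of its other nuclei, at 0.187% against 0.141% of UMIs, and the limit for reading this ratio was changed after it was seen. Damage cannot be told apart from another type or state of cells, because nuclei were clustered by expression, so a cluster led by mitochondrial genes holds nuclei with more of them in either case. In 9 of 9 animals cluster 8 had a higher mitochondrial share and a lower median of UMIs than the other nuclei. The ratio of the shares was 1.25, 1.32 and 1.42 in saline replicates 1, 2 and 3, 2.74, 3.00 and 3.83 in ASO replicates 1, 2 and 3, and 2.83 in OTV replicate 2, while OTV replicate 3 had 1 such nucleus. The ASO ratios rest on few mitochondrial UMIs. Cluster 8 of ASO replicates 1, 2 and 3 had shares of 0.00100%, 0.00235% and 0.00188% in 175, 272 and 105 nuclei. OTV replicate 2 had 21 such nuclei. An effect of the treatment on this cluster would have to show in OTV replicates 2 and 3, where it was smaller than in any saline animal. Other biological explanations were not tested. Without cluster 8 the number of genes changed between OTV and saline in all nuclei was 3363, against 3420 with it.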

How the results depend on the processing

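Alternatives chosen only after the data were seen were the minimum of 3000 UMIs, the limit on the doublet score, removal of cluster 8, the region term, the neurons, the iron handling list and the exact test of deviations between cell types. The minimum of 1000 UMIs removes no nucleus and says nothing. Pairing of animals between groups could not be tried, as the labels give none.

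All alternatives left the exact p of MALAT1 in all nuclei under 0.05 in 16 of 16 cases, the 40 values of the interaction of cell type and treatment above it, and the 71 adjusted p of cell type shares above it. Of 180 values of the gene lists, 178 stayed on their side, and iron handling passed with fry, at 0.0161 for OTV against saline and 0.0161 for OTV against ASO, and not with camera. Of 393 values of the MALAT1 log2 fold change, neurons included, 369 kept direction and side. MALAT1 in oligodendrocytes for OTV against saline passed under all alternatives tried, with adjusted p up to 0.0205 with the region term.

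The MALAT1 changes that crossed the threshold went from not called to called. For OTV against saline in all nuclei this was the DESeq2 Wald test at -0.69. For OTV against ASO in oligodendrocytes it was no filter on low counts at -0.42 and cluster 1 at -0.47. For OTV against saline in OPCs it was DESeq2 size factors at -0.44, the Wald test at -0.44, the library size without MALAT1 at -0.44, no filter at -0.47, no scrublet doublets at -0.44, a doublet score under 0.05 at -0.45 and cluster 4 at -0.48. In myeloid nuclei it was the Wald test at -0.88 and the 6 compared animals only at -0.89. In neurons, for OTV against saline, it was the Wald test at -1.23 (adjusted p = 0.0196). The mean over nuclei moved 3 values without a test by more than 1 SD between animals, to -0.37 in OPCs for OTV against ASO and, for OTV against saline, to -0.82 in myeloid nuclei and to -0.92 in neurons. Cluster 13 of OPCs had 0.12 for ASO against saline, the opposite direction, with an adjusted p of 0.888. The cause was not tested for any of these. On simulated data without effects the Wald test made up to 26 calls where edgeR made at most 3. Where 200 genes changed, it recovered 57% and 55.5% of them in all nuclei against saline and ASO, and edgeR 22% and 19.5%, with 67 and 69 false calls against 5 and 2. Its extra calls can therefore be of either kind.

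Leaving out 1 animal gave MALAT1 log2 fold changes of -0.84 to -0.65 for OTV against saline in all nuclei, called without saline replicate 3 (-0.78). The range was -0.52 to -0.29 for OTV against ASO in oligodendrocytes, called without OTV replicate 1 (-0.52). It was -0.58 to -0.33 for OTV against saline in OPCs, called without saline replicate 3 (-0.58) or ASO replicate 3 (-0.44). In myeloid nuclei it was -0.95 to -0.84 for OTV against saline, called without ASO replicate 1 (-0.90), and -0.63 to -0.043 for OTV against ASO, called without ASO replicate 1 (-0.63). For ASO against saline in astrocytes it was -0.27 to 0.068, above 0 without saline replicate 1 (0.068). The cause was not tested, except that ASO replicate 1 had the lowest myeloid MALAT1 of the 9 animals.

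Counts of changed genes depended most on the processing, with 123 of 399 values beyond 1.5 times. For ASO against saline the Wald test gave 367 in all nuclei, 1144 in total, 664 in oligodendrocytes, 215 in OPCs, 195 in myeloid nuclei and 70 in astrocytes. The 6 compared animals only gave 0 in all nuclei, 59 in total, 40 in oligodendrocytes, 3 in OPCs, 11 in myeloid nuclei and 5 in astrocytes. In all nuclei that 0 is from edgeR, with 1715 genes at an unadjusted p under 0.05. No filter on low counts gave 277 in total, 95 in OPCs, 85 in myeloid nuclei and 13 in astrocytes. The region term gave 3 in all nuclei, 69 in total, 34 in oligodendrocytes, 21 in OPCs and 12 in myeloid nuclei. For OTV against saline the Wald test gave 5332 and the 6 animals only 2140 in all nuclei, and the 6 animals only gave 972 in myeloid nuclei. With the region term, OTV against saline gave 1524 in all nuclei, 6306 in total, 2116 in oligodendrocytes, 2169 in OPCs, 726 in myeloid nuclei and 1295 in astrocytes. Nuclei of 3000 or more UMIs gave 558 for OTV against saline and 1241 for OTV against ASO in myeloid nuclei, where they leave fewer nuclei. Beyond these the cause was not tested.

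For ASO against saline, leaving out 1 animal gave 3 to 18 genes in all nuclei, with 3 without saline replicate 1, 18 without saline replicate 3, 4 without ASO replicate 1 or 2 and 3 without ASO replicate 3, OTV replicate 1 or OTV replicate 3. In total it gave 37 to 166, with 62 and 40 without saline replicates 1 and 2, 37, 54 and 81 without ASO replicates 1, 2 and 3 and 84 without OTV replicate 2. In oligodendrocytes it gave 17 to 78, with 36 and 17 without saline replicates 1 and 2, 21, 17 and 18 without ASO replicates 1, 2 and 3 and 48 without OTV replicate 2. In OPCs it gave 2 to 35, with 9 and 2 without saline replicates 1 and 2, 3 and 24 without ASO replicates 1 and 2 and 16 without OTV replicate 2. In myeloid nuclei it gave 12 to 57, with 16 and 57 without saline replicates 1 and 3, 12 without ASO replicate 1 or 2 and 15 without OTV replicate 2. In astrocytes it gave 1 to 5, with 1 without any saline animal or ASO replicate 1 or 2, and 5 and 4 without OTV replicates 2 and 3.

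For OTV against saline, leaving out 1 animal gave 1629 to 3124 genes in all nuclei, with 1982 and 2259 without saline replicates 1 and 2 and 2254, 2051 and 1629 without OTV replicates 1, 2 and 3. In total it gave 6243 to 10,471, with 6243 and 6653 without saline replicates 1 and 2 and 6462 without OTV replicate 3. In oligodendrocytes it gave 2298 to 3665, with 2391 and 2298 without saline replicates 1 and 2 and 2537 without OTV replicate 3. In OPCs it gave 2089 to 3197, with 2089 without saline replicate 1. In myeloid nuclei it gave 703 to 1973, with 703 and 757 without saline replicates 1 and 2 and 834 and 780 without OTV replicates 2 and 3. In astrocytes it gave 882 to 1959, with 1060 and 1262 without saline replicates 1 and 2 and 882 without OTV replicate 3. For OTV against ASO it gave 2048 to 5014 in all nuclei, with 2048 and 2268 without ASO replicates 1 and 3 and 2540 and 2287 without OTV replicates 2 and 3. In total it gave 9512 to 16,100, with 9512 without ASO replicate 1. In myeloid nuclei it gave 1357 to 3061, with 1357 and 1729 without ASO replicates 1 and 2 and 1583 and 1713 without OTV replicates 2 and 3. In astrocytes it gave 1594 to 3173, with 1749 and 1962 without ASO replicates 1 and 3 and 1594 without OTV replicate 3. Removing an animal lowers the power of the fit, and other causes were not tested.

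In the spread between nuclei, thinning to 500 UMIs took the share of low myeloid nuclei to an exact p of 0.111. Leaving out 1 animal gave exact p of 0.0429 to 0.857 for the coefficient of variation in oligodendrocytes, 0.0429 without ASO replicate 1, and 0.0143 to 0.493 in myeloid nuclei, 0.0143 without ASO replicate 2. For the share of low nuclei it gave 0.00357 to 0.114 in OPCs, with 0.0643 and 0.0679 without saline replicates 1 and 2, 0.05 without ASO replicate 2 and 0.114 and 0.05 without OTV replicates 2 and 3. In myeloid nuclei it gave 0.00357 to 0.114, with 0.114, 0.0536 and 0.075 without saline replicates 1, 2 and 3 and 0.0607, 0.0571 and 0.0571 without OTV replicates 1, 2 and 3. In astrocytes it gave 0.0321 to 0.239, with 0.0357 without saline replicate 3 and 0.0321 without OTV replicate 1. The cause was not tested.

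Of 962 values of reported named genes, 869 kept direction and side, 87 lost their call, 4 gained it and 2 changed sign. LTBP3 for ASO against saline ran from -0.075 to 0.11, with -0.075 without saline replicate 3 and -0.021 without ASO replicate 1. These are near 0 and the cause was not tested.

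Depth limits the counts in the cell types, the neurons and the rare clusters. ASO replicates 1 and 2 had 18 and 17 neurons. With the totals of each type thinned to its smallest library, 4.79 M UMIs in oligodendrocytes, 1.87 M in OPCs, 0.752 M in myeloid nuclei and 1.13 M in astrocytes, ASO against saline gave 17, 22, 21 and 1 genes in place of 79, 39, 25 and 2. OTV against saline gave 2233, 2290, 891 and 1157 in place of 3853, 3290, 1522 and 2094, and OTV against ASO gave 3121, 2890, 1549 and 1630 in place of 5269, 4048, 2599 and 2990.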

Other observations

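Of the tests in this part, these were chosen only after the result they measure was seen: the rank among abundant genes, cluster 8 removed, animals of 1 region only, the region term, ribosomal protein mRNAs, all tests on cluster 15, on neurons and on ADGRV1, all tests on mitochondrial transcripts, myeloid cluster 9, low-MALAT1 nuclei, and the readings that concern a library batch.

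MALAT1 was lower in OTV than in saline oligodendrocytes, by 0.92 on the log2 scale of the mean shares, and the labels name the treatment as the biological explanation. Lower depth per nucleus as the whole cause is argued against by nuclei of 3000 to 6000 UMIs, where the log2 ratio was -0.97. Another mix of subclusters is argued against by cluster 0, the largest oligodendrocyte cluster, at -0.84. A shift common to abundant genes is argued against by the rank of MALAT1, 2 from the lowest among the 200 most abundant genes. Cytoplasmic RNA that dilutes a nuclear transcript is argued against by the nuclei without a mitochondrial UMI, at -0.96 with 3 of 3 OTV animals below all saline animals. Only 83, 361 and 1046 nuclei of OTV replicates 1, 2 and 3 entered the latter test, with medians of 2072, 4480 and 2078.5 UMIs. A library batch that lowers MALAT1 alike in all nuclei is argued against as the whole cause by cluster 15, named unknown. It had 72, 25 and 23 nuclei in OTV replicates 1, 2 and 3, where MALAT1 took 9.33%, 6.16% and 8.63% of UMIs. Intervals from resampled nuclei began at 8.91%, 5.51% and 7.93%, above the 4.69% that the loss in oligodendrocytes would give. A smaller shift of this kind stays open, as OTV replicate 2 lay below all saline animals. So does a library batch that acts differently on cell types. Neither can be told apart from the treatment, because the labels name no batch and 5269 other genes differed between OTV and ASO oligodendrocytes. Loss of the target may therefore be the cause, as a hypothesis, without a way to separate it from such a batch here.

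Many genes differed between OTV and the other groups, 3420 against saline and 3919 against ASO in all nuclei, and 7 between ASO and saline. The lower totals of the OTV libraries as the whole cause are argued against by thinning to equal totals, which left 2895 genes for OTV against saline and 7 for ASO against saline. Within oligodendrocytes, OPCs, myeloid nuclei and astrocytes, thinning left 2233, 2290, 891 and 1157 for OTV against saline, of 3853, 3290, 1522 and 2094, and 17, 22, 21 and 1 for ASO against saline, of 79, 39, 25 and 2, so the counts by type depend on depth. A few genes that take most counts are argued against by leaving out the 100 most abundant, which gave 3411. Leaving out cluster 8 gave 3363. Whether another region was sampled in OTV cannot be told apart by the region score. The scores of 3 of 3 OTV animals (-2.61 to -2.29) lay within the range of the other 6, but that range, -3.11 to 3.42, holds animals on both sides of 0 and leaves out little, and all 3 OTV scores were below those of all 3 saline animals (-2.15, 0.81 and 3.40). A regional difference among the controls is argued against as the whole cause by the 3836 genes between the OTV animals and the 3 other animals with a score under 0. These 3 are ASO replicates 1 and 2 and saline replicate 2, so this is mostly a comparison with ASO, and MALAT1 was not called in it, at -0.49 in all nuclei (adjusted p = 0.126) and -0.53 in oligodendrocytes (adjusted p = 0.118). A regional difference could still add to the count against saline, which was 1524 with a region term. More cytoplasmic RNA in OTV nuclei was examined with the mRNAs of ribosomal proteins. They had a median log2 fold change of -0.45 against saline, with 29 of 38 genes lower under the standard scaling and a median below 0 under all 3 scalings. In ASO animals their median was 0.59 above saline, with 37 of 38 genes higher. Mitochondrial transcripts ran the opposite way, at 0.0944% of UMIs in OTV and 0.000552% in ASO against 0.0149% in saline animals. The ribosomal mRNAs can therefore not decide on cytoplasmic RNA. The fold changes of pairs of cell types correlated across genes, which are not independent replicates, with a median r of 0.74, between 0.69 and 0.80. The types share the same animals, and ASO against saline, with few genes called, also had a median r of 0.47, between 0.40 and 0.54. A change common to all types can come from free or cytoplasmic RNA, from a preparation or library batch or from the treatment, and these cannot be told apart, because no batch is named.

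Other splits of the 6 animals of a contrast tested whether chance alone gives as many genes, where 10 splits exist and a share under 0.1 is out of reach, so by the splits alone chance cannot be excluded for any count. For OTV against saline and OTV against ASO, 1 of the 10 splits, the real one, gave as many genes in all nuclei, in each of the 4 types and in total, and no other split gave more than 1 gene. Each other split mixes animals of both groups, so a large difference between the groups widens the spread and itself lowers these counts. Only the rank of the real split is therefore read. For ASO against saline the real split alone gave as many in oligodendrocytes, OPCs, myeloid nuclei and in total. In all nuclei and in astrocytes it was 2 of 10. The other split set ASO replicates 1 and 2 and saline replicate 2 against the rest, which parts the animals by the sign of the region score. It gave 49 genes in all nuclei, 86 in astrocytes, 14 in OPCs and 100 in total, against 7, 2, 39 and 145 for the real one. With the region term, ASO against saline gave 3 genes in all nuclei, 2 in astrocytes, 21 in OPCs and 69 in total.

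Genes lower in OTV than in saline in at least 3 types numbered 789, of which 328 have a symbol. Of the 95.4% of these with a position in the reference table, 55.0% overlap another gene there, against 42.6% of unchanged genes of like abundance (37.1% to 47.6% in 2000 random draws) and 40.9% of 447 higher genes. Reads of an overlapping gene counted for them, in a way that differs between the groups' libraries, are consistent with this excess and may explain some of these genes. Which reads were assigned where cannot be seen in counts. Lower detection of genes of low abundance is argued against for the 398 genes that were still called in 3 or more types after thinning to equal totals. For the other 391, it cannot be told apart from a change in abundance, because thinning also lowers the power to call them.

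Mitochondrial transcripts took a different share of UMIs in each group. The values were 0.0264%, 0.0138% and 0.00452% in saline replicates 1, 2 and 3, 0.000368%, 0.000793% and 0.000496% in ASO replicates 1, 2 and 3, and 0.145%, 0.0545% and 0.0832% in OTV replicates 1, 2 and 3. Chance in counting is argued against, since the ASO animals had 1359 mitochondrial UMIs where 10,651 would match the lowest saline share. ND3 and ND4L had 0 UMIs in ASO animals, which puts saline at least 323-fold and 119-fold higher, with the floor of 3 counts over the group. The ASO nucleus with most mitochondrial UMIs had 3, against 32 in saline and 234 in OTV nuclei. Removal of nuclei with more of them from the ASO libraries, or an overall lower level, would leave the 13 genes in the proportions of saline nuclei. Both are argued against as the whole cause, since at least 36.7% of the mitochondrial UMIs lay on other genes between any ASO and any saline animal among nuclei of at most 3, and at least 36.9% among all nuclei. Between 2 animals of saline or of ASO this was at most 11.6%. Relative to saline, ATP8 was 6.77-fold and COX1 8.44-fold lower in ASO animals, while COX2, with 113 UMIs left, was 82.6-fold lower. A preparation or library batch that follows the groups cannot be told apart from the treatment either. The exact permutation p of 0.00357, the smallest 280 partitions can give, shows only that the groups part. This bears on all counts of changed genes in the report.

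Myeloid MALAT1 varied most between nuclei of ASO replicate 1, where 30.9% of 602 nuclei had under 0.5% of UMIs from MALAT1. The number of such nuclei was 0 of 1234 in the other ASO animals, 0 of 1879 in OTV and 1 of 2012 in saline animals. A library of uneven quality is argued against, since 4 of the 50 most abundant genes varied most in this animal, where 5.56 would by chance. A mix of 2 myeloid clusters is argued against by cluster 9 alone, at a coefficient of variation of 0.764 against 0.152 to 0.214 in the other animals. Low depth is argued against by nuclei of 3000 or more UMIs, at 0.778 against 0.108 to 0.207. Doublets or RNA from other cells would raise MALAT1, since its share was higher in the other types. As a source of the spread they cannot be excluded by the 30.9% of low nuclei. An even, deeper loss with RNA added to some nuclei would leave such low nuclei as well. A loss that differs between myeloid cells of this animal may explain the spread, as a hypothesis that rests on 1 animal. The labels do not give the position of the sampled tissue relative to the cerebrospinal fluid.

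MALAT1 was not detectably lower in cluster 15 of OTV animals, a set of 7 to 72 nuclei per animal that the authors named unknown. It took 8.88% ± 0.332 of UMIs in saline, 8.32% ± 0.406 in ASO and 8.04% ± 1.66 in OTV animals (SD, n = 3 each; exact p = 0.718). Too few nuclei as the reason is argued against by resampling the nuclei of each animal, where the 95% intervals of 3 of 3 OTV animals (8.91% to 9.76%, 5.51% to 6.82% and 7.93% to 9.24%) lay above 4.69%, the level that the loss in oligodendrocytes would give. The interval of OTV replicate 2, at 6.16%, lay below those of all 3 saline animals, the lowest of which began at 7.54%, so a smaller loss in this animal stays open. The log2 ratio of cluster 15 to oligodendrocytes differed between the groups (exact permutation p = 0.0393), at 1.24, 0.83 and 1.51 in OTV, 0.742, 1.047 and 0.547 in ASO and 0.50, 0.31 and 0.49 in saline replicates 1, 2 and 3. This ratio rises wherever oligodendrocytes lose more MALAT1 than cluster 15, so it restates the pattern and does not test a cause. A smaller loss in mural cells or fibroblasts is a candidate explanation, from 5 of 6 marker genes found. They were led by LAMA2 at 4838 CPM and RGS5 at 1025 CPM in this cluster. Cluster 0, the largest of oligodendrocytes, expressed them at 2.57 and 15.5 CPM.

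Astrocytes differed in ADGRV1 within groups. It was at least 5116 CPM in saline replicates 1 and 3 and ASO replicate 3 and at most 1313 CPM in the other 6. The same 3 animals had the highest region score, at 0.81, 3.40 and 3.42. The chance that these sets of 3 coincide is 0.0119 (1 of 84). A correlation over the 9 animals was to be given, but they fall into separate clusters, so this test replaced it. Within the 6 others r was 0.79 (exact permutation p = 0.0514) and rho 0.54 (exact permutation p = 0.297). In neurons PDE10A was at least 1999 CPM in the same 3 animals and at most 1234 CPM in the others, with the same chance of 0.0119. A piece of tissue that reached into the telencephalon in these 3 animals may explain both. Striatal projection neurons were a candidate source of the neuron nuclei. The median of 8 genes of a striatal list was 1.98 times that of 8 genes of a thalamic list, at 58.6 against 29.6 CPM. The most abundant genes of the lists were PDE10A, at 3920 CPM, and RORA, at 2121 CPM, and DRD1 was at 1.43 CPM. Striatal and thalamic neurons cannot be told apart by this ratio, because it pools animals that differ: SLC17A6, a gene of the thalamic list, was at most 1.25 CPM in the 3 animals high in PDE10A and between 0 and 82.9 CPM in the others.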
